A study of Mus musculus with 28 samples.

How the data were processed

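RNA of sorted CD4+ T cells from the lamina propria of the mouse small intestine was sequenced in 28 libraries. The cells were live, CD45+, CD90.2+, TCRb+ and CD4+, and came from mice carrying a ZsGreen reporter of T-bet, per the labels. Mice were kept specific-pathogen-free (SPF, with a gut flora) or germ-free (GF, without one), and received an antibody against CD3 (aCD3), which engages the T cell receptor complex, or an isotype control antibody. Per the labels, libraries came from a total RNA kit, although another label names the molecule polyA RNA; which holds was not settled here. The dose and the time between injection and sampling were not used here.

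The deposited table gives TPM, transcript abundance as a share of a library's total, for 25124 genes. Per the file headers, the authors computed TPM with HOMER's analyzeRepeats.pl over the RefSeq transcripts of the mouse genome build mm10, with the option that condenses the transcripts of a gene. The column names hold the default output name of the aligner STAR, though the aligner is not named as such. Its version and settings, read filters and use of strand were not found in the header or the labels. In 99.24% of rows the length column equals the end minus the start of the gene, so values were divided by the whole genomic span with introns. Gene starts equal those of GENCODE M21 for 9305 genes, against 398 that differ by 1 base, so coordinates are printed as the table gives them, counted from 1. The table also holds 26 TPM columns that match no sample of the series, and these were not used. It holds 0 rows of immunoglobulin or T cell receptor gene segments.

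The depth was recovered from the deposited TPM. Within a library, TPM multiplied by length was a whole multiple of a single step in 100.0% of the low values checked, and dividing by that step gave whole reads. Read totals in genes ran from 6765567 to 17861479 per library. TPM columns summed to between 679994 and 786003. For a gene of 10 kb, 3 reads were worth between 0.123 and 0.323 TPM, depending on the library. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. The recovered counts of Dcn were even in each GF library (0 to 46), and those of Ddx3y in each female library (0 to 12). Il22 held both odd and even counts. The counted units may thus not be independent, and counting error may be larger than these floors allow. The cause was not tested.

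Groups, replicate names and sex letters were taken from the labels. The 4 groups were SPF isotype (n = 6, 3 female and 3 male), SPF aCD3 (n = 6, 3 female and 3 male), GF isotype (n = 10, 5 female and 5 male) and GF aCD3 (n = 6, 1 female and 5 male). Replicates are named by sex letter and number, as in F1 or M3. No 2 of the 28 libraries held identical values, and Pearson's r between libraries on the log2 scale ran from 0.855 to 0.973 over 378 pairs.

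Genes with a TPM of at least 1 in at least 6 libraries were tested, which left 12182. The main test was limma (version 3.58.1, R 4.3.3) on log2(TPM + 1), with a mean per group and a sex term over all 28 libraries, and empirical Bayes moderation with a trend on mean expression. Log2 fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. P-values were adjusted by Benjamini-Hochberg within each of 7 comparisons, with a threshold of 0.05. Pearson's r and Spearman's rho compared the aCD3 effects of SPF and GF across genes. Whether the shared names pair animals is not stated in the labels; the names in common are the source of the pairing tried as an alternative.

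A set of 19 gene lists was scored per library as the mean log2(TPM + 1) over the list. Group differences in score were tested in 4 comparisons with a two-sided exact permutation test over all arrangements of the libraries of both groups, adjusted over 76 list-by-comparison pairs. Lists of 16 stromal and 17 pancreatic acinar genes were added after Dcn and Sycn had been seen, without those genes, and were tested in the same way. Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3 was used.

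Named genes followed a rule. Il10, Ifng, Tbx21, Lag3, Foxp3, Gata3 and Mki67 are reported in each comparison, and another gene of that fixed set is not reported here. Each comparison adds the 4 genes with the highest and the 4 with the lowest log2 fold change past the threshold that have a mean of at least 5 TPM in one of the groups. Symbols of the Gm and Rik kind were excluded. Genes of the T cell lists are summarised, and sex-linked genes check the labels. The groups, tests, lists, rule and first alternatives were fixed before the data were examined.

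The test was tested on simulated data drawn from the SPF isotype means and the real read totals, with 200 genes changed by known amounts. Of these, 95.0% were recovered among 11895 genes tested, 100% of them in the right direction. In the simulation the 11695 unchanged genes moved by a median of -0.12 because TPM is a share of a total, and 53 of them passed the threshold. After scaling by median of ratios, 8 of them did. The exact permutation test found 100% of 400 simulated raised scores and called 5.5% of unchanged ones. That simulation set 6 libraries against 6, with a raise well above the simulated spread, and used an unadjusted p under 0.05. It therefore does not show the power for small differences, for widely spread groups or after adjustment.

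Alternatives were pseudocounts of 0.1 and 5, no low-value filter or a TPM of at least 5, scaling by median of ratios, quantile normalization, moderation without a trend, array weights, no sex term, only the groups compared, the replicate name as a block, a log2 fold change of at least 1, and leaving out each library. For the lists, permutation within sex and the median over the list were added. Chosen after seeing the data were limma voom on the recovered reads, TPM rescaled without histone genes and Rn45s, a minimum of 10 recovered reads, and the sample-number run of GF columns as a covariate. A position on the axis from the SPF isotype mean to the SPF aCD3 mean was also computed per library after the data were seen. It is the projection of the library's log2(TPM + 1) values over the tested genes, and each SPF library was left out of the means used for it. Count models were not the main test because the deposited unit is TPM.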

Results

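Transcript levels were measured in CD4+ T cells sorted from the small intestinal lamina propria of SPF and GF mice given aCD3 or an isotype control. The groups held 6 SPF isotype, 6 SPF aCD3, 10 GF isotype and 6 GF aCD3 libraries. Reads assigned to genes ranged from 10293453 to 13193970 in SPF isotype, from 8452657 to 12081290 in SPF aCD3, from 6765567 to 17861479 in GF isotype and from 7804799 to 17793725 in GF aCD3. Between 10553 and 11728 genes reached 1 TPM per library. The sex letters matched the expression of Xist and of 4 Y-linked genes in 28 of 28 libraries. Xist was at least 202 TPM in each female library and at most 3.46 TPM in each male library.

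A few transcripts took a large share of the values, and that share differed between groups. The ribosomal RNA precursor Rn45s took 15.8% ± 3.57 (SD, n = 6) of summed TPM in SPF isotype, 13.1% ± 1.16 (n = 6) in SPF aCD3, 13.9% ± 1.81 (n = 10) in GF isotype and 13.6% ± 1.36 (n = 6) in GF aCD3. Histone genes, 68 in number, took 5.25% ± 1.09 in SPF isotype, 25.4% ± 1.34 in SPF aCD3, 6.58% ± 1.84 in GF isotype and 15.3% ± 9.78 in GF aCD3. The first principal component of the tested genes held 44.6% of the variance and the second 6.31%. Because TPM is a share of a total, the direction of moderate changes depended on scaling, as given for each comparison.

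**Figure D1:**
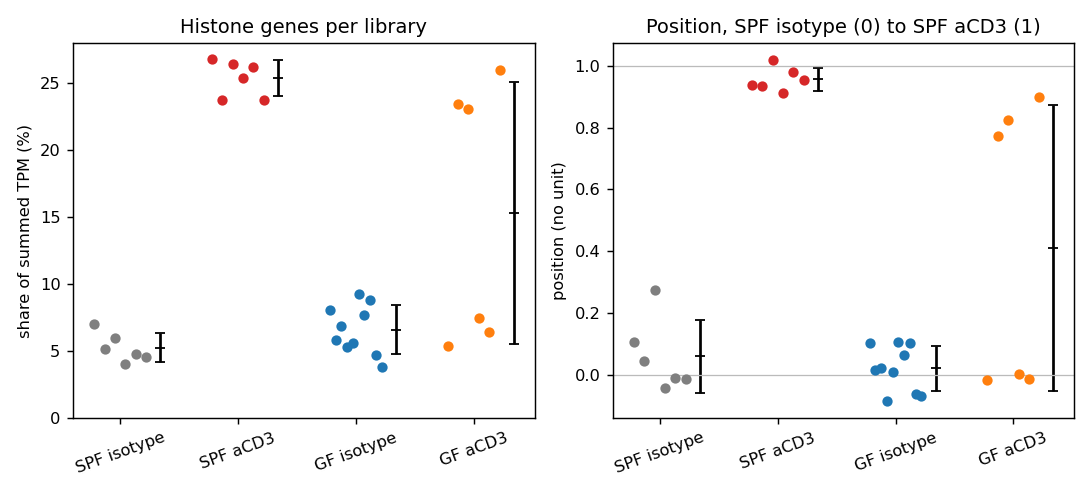
Left, the share of summed TPM in histone genes (%, each point a library; short line and whiskers, mean ± SD) by group. Right, the position of each library on the axis from the SPF isotype mean (0) to the SPF aCD3 mean (1), over the tested genes; SPF isotype libraries sit between -0.0409 and 0.276, SPF aCD3 libraries between 0.913 and 1.02, GF isotype libraries between -0.0822 and 0.106, and the 6 GF aCD3 libraries between -0.0144 and 0.900, with none from 0.25 to 0.75.

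The response to aCD3 in mice with a flora was read from SPF aCD3 against SPF isotype. Of 12182 genes, 7898 differed with a limma adjusted p under 0.05, of which 1726 were higher and 6172 lower after aCD3. The median gene changed by -0.35 on the log2 scale. Scaling by median of ratios removed that shift (median -0.02) and gave 7299 genes, 3637 higher and 3662 lower, of which 5446 were among the 7898. With a log2 fold change of at least 1 as well, 1940 genes remained, the alternative that moved the count most. Among 145 tested genes of the T cell lists, 108 passed over all genes and 110 when adjusted over the lists alone; 72 of the 108 were higher.

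Il10 (NM_010548, mm10 chromosome 1, 131019845 to 131024970) rose from 92.3 ± 11.7 TPM (SD, n = 6) in SPF isotype to 653.8 ± 78.5 TPM (n = 6) in SPF aCD3, a log2 fold change of 2.81 (SE 0.39, limma adjusted p = 4.64e-06). The highest log2 fold change past the threshold was that of Lag3 (NM_008479, chromosome 6, 124904359 to 124911705), which rose from 13.5 ± 3.35 to 636.8 ± 112 TPM (5.47, SE 0.74, limma adjusted p = 3.94e-06). Mki67 (NM_001081117, chromosome 7, 135689788 to 135716379) rose from 53.1 ± 16.3 to 302.1 ± 31.5 TPM (2.54, SE 0.43, limma adjusted p = 2.48e-05). Ifng (NM_008337, chromosome 10, 118441046 to 118445894) rose from 217.4 ± 31 to 299.6 ± 48 TPM (0.46, SE 0.13, limma adjusted p = 0.00351). Gata3 (NM_001355111, chromosome 2, 9857078 to 9878600) fell from 52.1 ± 7.76 to 21.8 ± 2.83 TPM (-1.21, SE 0.19, limma adjusted p = 1.09e-05). Tbx21 (NM_019507, chromosome 11, 97098007 to 97115331) fell from 67.1 ± 11.96 to 47.4 ± 6.20 TPM (-0.48, SE 0.15, limma adjusted p = 0.00679), but by -0.08 after scaling by median of ratios (adjusted p = 0.516), so no fall beyond that of the median gene was shown. Foxp3 changed by 0.53 (limma adjusted p = 0.181) and by 0.93 after that scaling (adjusted p = 0.0371).

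Beside Lag3, the highest changes by the rule were those of Mt1 (chromosome 8, 94179089 to 94180327), from 3.15 ± 3.20 to 86.8 ± 16.9 TPM, and of the microRNA genes Mir6960 and Mir7003. These microRNA genes span 60 and 65 bases and rested on means of 4.5 and 9.33 reads per SPF aCD3 library. At the other end were Jchain (chromosome 5, 88519809 to 88527897), from 169 ± 66.3 to 0.792 ± 0.568 TPM, Hspa1a (chromosome 17, 34969359 to 34972156), from 3892 ± 1151 to 294.8 ± 97.9 TPM, and Il2 (chromosome 3, 37120716 to 37125954), from 16.8 ± 3.45 to 0.341 ± 0.302 TPM. Mir7686 rested on a mean of 2.33 reads in SPF isotype and was listed at 0 in SPF aCD3. A B and plasma cell list without Jchain was also lower in SPF aCD3, by -0.52 (exact permutation p = 0.00217).

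**Figure D2:**
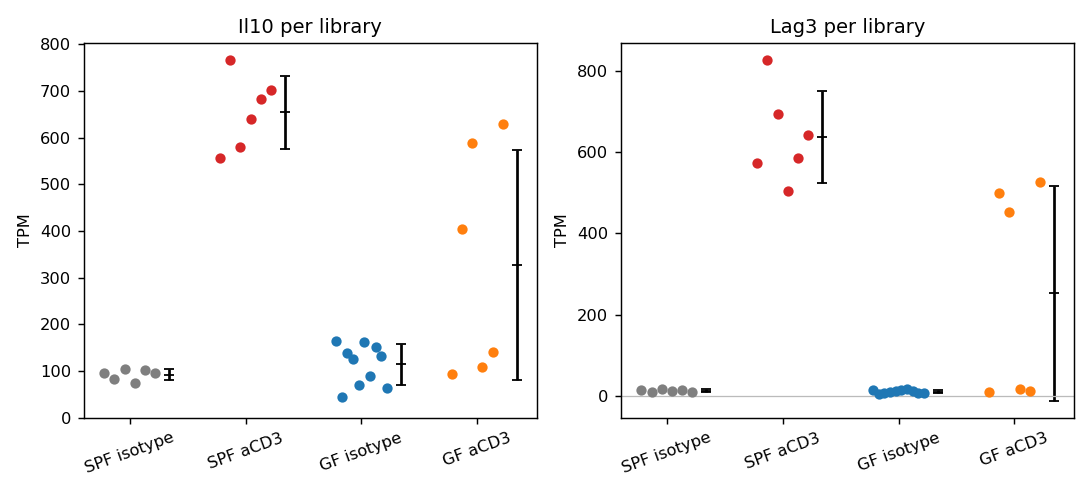
Il10 (left) and Lag3 (right) in TPM per library (points) with group mean ± SD (short line and whiskers). In SPF, Il10 lay between 73.7 and 104.4 TPM with isotype and between 556.5 and 765.7 TPM with aCD3; in GF aCD3 it ran from 93.5 to 629.951 TPM.

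Counts of libraries given with a list are those beyond every library of the other group. Over the 4 comparisons, 23 of 76 list scores differed with an adjusted p under 0.05 in the exact permutation test. Taking the median over each list in place of the mean gave 16 of 76. Scaling by median of ratios gave 28, of which 20 were among the 23, and quantile normalization gave 22, of which 20 were. The differences in SPF come first. The proliferation list was higher in 6 of 6 aCD3 libraries than in any isotype library, by 2.28 (exact permutation p = 0.00217, adjusted p = 0.0127; 0.00217 is the smallest value the 924 arrangements give). The Tr1-associated list, which includes Il10 and Lag3, was higher by 1.16, the interferon-stimulated list by 1.16 and the Treg list by 0.81, each with the same p and in 6 of 6 libraries. The early TCR response list was lower by -1.27 and the Th1 list by -0.72, again in 6 of 6 libraries with that p. Marker lists of other cells were lower in 6 of 6 libraries with the same p, by -0.89 for erythroid, -0.43 for myeloid and -1.52 for B and plasma cells. The Tfh list was higher by 0.30 (exact permutation p = 0.00649, adjusted p = 0.0274) in 4 of 6 libraries, and the CD8 T cell list by 0.67 (exact permutation p = 0.00866, adjusted p = 0.0346) in 5 of 6. Cytotoxic genes were higher by 0.40 as a mean (exact permutation p = 0.00649, adjusted p = 0.0274). The median over the cytotoxic list moved the other way, by -0.79, and passed as lower (exact permutation adjusted p = 0.0274).

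The same contrast in GF mice asked whether the response needs a flora. Here 862 genes passed (300 higher, 562 lower), and 4351 had an unadjusted p under 0.05. The lowest adjusted p of any gene was 0.0482, so the calls lay at the threshold, and the count was 0 with a pseudocount of 0.1 and 3636 with array weights. It was also 0 when any single GF isotype library was left out. All 827 genes called in both SPF and GF changed in the same direction. Of the 7898 SPF genes, 95.3% had the same sign in GF. After scaling by median of ratios 1179 genes passed, 687 higher and 492 lower, so the larger share of falling genes was not seen under that scaling.

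Il10 was 114.1 ± 43.9 TPM (n = 10) in GF isotype and 327.3 ± 246 TPM (n = 6) in GF aCD3, a log2 fold change of 1.11 (SE 0.36, limma adjusted p = 0.0537). Its values in GF aCD3 were 403.5, 587.8 and 629.951 TPM in replicates M1, M2 and M5, against 93.5, 108.6 and 140.7 TPM in F1, M3 and M4. Lag3 was 11.3 ± 4.10 TPM in GF isotype and 252.7 ± 264 TPM in GF aCD3 (2.64, SE 0.68, limma adjusted p = 0.0482). Mki67 was 78.8 ± 30.4 and 233.2 ± 166 TPM (1.24, limma adjusted p = 0.0522). Tbx21 (-0.39, limma adjusted p = 0.0628), Gata3 (-0.29, limma adjusted p = 0.2201), Foxp3 (0.46, limma adjusted p = 0.295) and Ifng (-0.06, limma adjusted p = 0.745) did not pass. After scaling by median of ratios Il10 (adjusted p = 0.0490) and Mki67 (adjusted p = 0.0466) passed, and Ifng changed direction (0.11, adjusted p = 0.626). The other genes at the ends by the rule were Ifi27l2a (1.80, limma adjusted p = 0.0482), Sycn (1.95, limma adjusted p = 0.0488), Il7r (-1.77, limma adjusted p = 0.0499) and Gpx2-ps1 (-1.54, limma adjusted p = 0.0492), a pseudogene by its name. Sycn averaged 10.8 ± 16.2 TPM in GF aCD3, and a list of 17 other pancreatic acinar genes did not differ between the GF groups past the threshold (1.29, exact permutation p = 0.0583). Sycn was 41.6 TPM in replicate M3, where that list also scored highest (5.15). Mir6960, Mir30e and Mir30f completed the set. Mir30e and Mir30f are listed at the same coordinates with the same values, and each rested on a mean of 2.4 reads in GF isotype. Of the T cell list genes, 30 of 145 passed over all genes and 62 when adjusted over the lists alone. Of the 19 lists, the Tr1-associated list passed (0.58, exact permutation p = 0.00587, adjusted p = 0.0274), higher in 4 of 6 libraries than in any isotype library.

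Sample numbers in the column names placed GF libraries in 2 runs, 25 to 33 and 48 to 54, each with 3 aCD3 libraries and with 6 and 4 isotype libraries. Within the runs the Il10 log2 fold change was 1.19 and 1.01, and that of Lag3 3.28 and 1.81. In each run 1 gene passed the limma threshold, with 1723 and 358 genes at an unadjusted p under 0.05. Within GF isotype alone 1250 genes differed between the runs, so the runs were not equal. With the run as a covariate, chosen after the data were seen, 2215 genes passed in the GF contrast.

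Across 12182 genes, the GF and SPF aCD3 log2 fold changes correlated with Pearson's r of 0.754 and Spearman's rho of 0.775. Genes are not independent replicates, so no p-value is given. The slope of GF on SPF was 0.371. Tested directly as an interaction, 424 genes differed in their aCD3 effect between GF and SPF (297 with a higher and 127 with a lower change in GF), and 1390 did after scaling by median of ratios (664 and 726). Gata3 fell less in GF, by 0.92 (SE 0.25, limma adjusted p = 0.0444). For Il10 (-1.70, limma adjusted p = 0.0578), Ifng (-0.52, limma adjusted p = 0.0699), Lag3 (-2.83, limma adjusted p = 0.0752), Mki67 (-1.30, limma adjusted p = 0.128), Tbx21 and Foxp3 a difference of the effects was not shown in the main test. After scaling by median of ratios Il10 (-1.94, adjusted p = 0.0423) and Ifng (-0.76, adjusted p = 0.0317) passed. The largest differences by the rule included Mt1 (-3.84, limma adjusted p = 0.0116), Ifitm3 (-3.31, limma adjusted p = 0.0203), Hspa1a (2.80, limma adjusted p = 0.0218) and Jchain (4.42, limma adjusted p = 0.0288). Mir7084, Mir5132, Mir6968 and Snord89 made up the rest and rested on at most 10.6 reads per library in any group mean.

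The effect of a flora in control mice was read from GF isotype against SPF isotype. It gave 874 genes, 782 higher and 92 lower in GF, with a median change of 0.15. Without SPF isotype replicate F3, 325 passed, 257 higher and 68 lower. After scaling by median of ratios, 204 passed, 62 higher and 142 lower, of which 151 were among the 874. The excess of higher genes in GF was not kept there, nor under quantile normalization (57 higher, 121 lower) or voom (64 and 164). It was kept in TPM without Rn45s and histone genes (2236 and 124). All SPF columns carry sample numbers 1 to 12 and all GF columns carry later ones, so colonisation and run cannot be told apart. Il22 (chromosome 10, 118204964 to 118210046) was 30.4 ± 12.1 TPM in SPF and 3.64 ± 1.93 TPM in GF (-2.79, SE 0.39, limma adjusted p = 0.000133). Tbx21 was higher in GF by 0.47 (limma adjusted p = 0.0327) and Gata3 by 0.60 (limma adjusted p = 0.0296), and neither passed after scaling by median of ratios (adjusted p = 0.0994 and 0.164). Il10, Ifng, Lag3, Foxp3 and Mki67 did not pass. For Foxp3 and Mki67 the GF mean joins 2 unlike runs. Foxp3 was 9.47 to 17.6 TPM in the second run, below every SPF isotype library (21.3 to 26.1). In the first run it was 27.2 to 50.1 TPM, except in M2 (19.5). Mki67 was 88.9 to 118 TPM in the first run, above every SPF isotype library (37.2 to 71.7), and 32.7 to 56.0 in the second. The test of means therefore does not show equal levels of these 2 genes.

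Other genes lower in GF isotype by the rule were Hspa1a (-2.60, limma adjusted p = 0.000554), Dcn (-2.44, limma adjusted p = 1.29e-07) and Jchain (-2.42, limma adjusted p = 0.0345). Dcn was 6.11 ± 3.58 TPM in SPF isotype and 0.157 ± 0.171 TPM in GF isotype, and a list of 16 other stromal genes was lower in GF isotype too (-0.72, exact permutation p = 0.000250). The 4 genes with the highest change were the microRNA genes Mir6913, Mir5132, Mir24-1 and Mir3074-2, at means of 3 reads or fewer per GF isotype library. The Th17 list was lower in 10 of 10 GF isotype libraries than in any SPF isotype library, by -1.28 (exact permutation p = 0.000125, adjusted p = 0.00949). Naive or central memory genes were lower by -0.51, in 9 of 10 libraries (exact permutation p = 0.00175, adjusted p = 0.0127). Lower too were the B and plasma cell list, by -0.71 in 9 of 10 libraries (exact permutation p = 0.000999, adjusted p = 0.0127), and the erythroid list, by -0.77 in 8 of 10 (exact permutation p = 0.000375, adjusted p = 0.0127). The TCR complex list was higher by 0.11, in 3 of 10 libraries (exact permutation p = 0.0114, adjusted p = 0.0411), but -0.049 after scaling by median of ratios.

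Under aCD3, 6496 genes differed between GF and SPF (5953 higher and 543 lower in GF; median change 0.34), against 3984 after scaling by median of ratios (1978 and 2006). Gata3 was higher in GF aCD3 (1.52, limma adjusted p = 2.07e-05). Il10 (-1.51, limma adjusted p = 0.00355), Lag3 (-3.12, limma adjusted p = 0.00211) and Ifng (-0.48, limma adjusted p = 0.00526) were lower. Replicates F1, M3 and M4 of GF aCD3 lay near GF isotype on the aCD3 axis, so these differences of means mix 2 kinds of library. Ifng was 180.1 to 183.6 TPM in those and 224.1 to 255.2 in M1, M2 and M5, against 247.4 to 358.4 in SPF aCD3. Ifitm3 was 3.44 to 11.1 and 45.8 to 87.9 TPM, against 151.1 to 300.1. Gata3 did not part in this way (56.9 to 98.2 and 35.3 to 70.1 TPM). For Il10 and Lag3 the GF aCD3 libraries were widely spread. Lag3 was 9.59, 17.03 and 12.33 TPM in replicates F1, M3 and M4 and 498.4, 452.02 and 527.01 TPM in M1, M2 and M5, against 504.96 to 824.9 TPM in SPF aCD3. Tbx21 was higher (0.56, limma adjusted p = 0.00467), but not after scaling by median of ratios (adjusted p = 0.251). Mki67 and Foxp3 did not pass. Among the genes at the ends were Cxcl3 (-3.74, limma adjusted p = 2.79e-06), Ccl20 (-3.41, limma adjusted p = 4.40e-05), Ifitm3 (-3.19, limma adjusted p = 0.000257) and Xcl1 (3.08, limma adjusted p = 2.79e-06). Mir7084, Snord89, Mir568 and Mir12199 were the others, at means of 4.5 reads or fewer. The Th17 list was lower in GF by -1.38, in 5 of 6 libraries (exact permutation p = 0.00433, adjusted p = 0.0235). The CD8 T cell list was lower by -0.65, in 5 of 6 libraries (exact permutation p = 0.0130, adjusted p = 0.0429). Higher in GF were the early TCR response list, by 0.72 in 5 of 6 libraries (exact permutation p = 0.0108, adjusted p = 0.0411), and the erythroid list, by 0.11 in 5 of 6 libraries (exact permutation p = 0.00649, adjusted p = 0.0274). The early TCR score was 7.545 to 8.248 in F1, M3 and M4 and 6.654 to 7.414 in M1, M2 and M5. In SPF aCD3 it was 6.549 to 6.877. The TCR complex list was higher by 0.14, in 4 of 6 libraries (exact permutation p = 0.0130, adjusted p = 0.0429), but lower by -0.25 after scaling by median of ratios.

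Between males and females 13 genes differed, 4 higher and 9 lower in males, among them Xist (-8.35, limma adjusted p = 6.84e-21), Ddx3y (5.94, limma adjusted p = 1.70e-17), Eif2s3y (4.57, limma adjusted p = 1.84e-25), Uty (3.42, limma adjusted p = 7.48e-14) and Kdm5d (3.08, limma adjusted p = 7.08e-19). For the difference of the aCD3 effect between the sexes in SPF, 0 genes passed and 932 had an unadjusted p under 0.05.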

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

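The counts over other splits of the libraries, apart from that on GF runs, and the test of the Rn45s share against depth were chosen only after the result was seen. Among 100 sets of values from groups of 6 to 10 libraries, 3 had a library far from the others, against 5 expected by chance. The number of such sets is thus no more than chance gives. That count does not decide any single one, as the sets are not independent. For the Rn45s share in SPF isotype replicate F3 the gap over the range was 0.822, against a critical value of 0.625.

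Rn45s, the ribosomal RNA precursor, took 22.92% of TPM in SPF isotype replicate F3, against 13.15% to 14.89% in the other 5 SPF isotype libraries. The library depth was tested as a source, and the number of read totals outside the range of the other libraries was 0 (11827483 reads against 10293453 to 13193970). Without this library, 8060 genes passed in SPF aCD3 against isotype, 325 in GF against SPF isotype, and 2070 in the difference of the aCD3 effects. The removal of ribosomal RNA in that preparation was not tested, and the design gives no biological explanation to test.

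The Th2 list score was 3.685 in SPF isotype replicate F2, against 2.857 to 3.157 in the others. That few genes lie behind the score was tested, and 6 of the 8 genes had their highest SPF isotype value in this library. The authors' normalization was tested by scaling by median of ratios, after which the gap over the range was 0.367, under the critical value of 0.625. The library's size factor was 1.10, as in replicate M1, and that of F3 was 0.860, so scaling lowered F2 and raised F3. How much each of these narrowed the gap was not tested. The test therefore does not show that the high score came from the scaling, only that F2 no longer stands apart under it. No biological explanation was tested.

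The interferon-stimulated list score was 4.745 in GF isotype replicate F5, against 3.328 to 3.99 in the other 9. Of the 18 genes, 16 had their highest GF isotype value in this library, so the score did not rest on few genes. After scaling by median of ratios the gap over the range was 0.563, above the critical value of 0.466, so the authors' normalization did not remove it. An event in this animal could raise such genes, but the labels name none and it was not tested.

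The aCD3 effect differed between GF and SPF for 424 genes by limma's interaction test. When colonisation labels were redrawn within treatment, 5 of 100 splits gave as many genes, the real one included, and the highest count of another split was 3448. Of the other splits 13 gave any gene, and their median count was 0. The splits were drawn at random, and an earlier draw gave fewer as large, so this share depends on the draw. The count alone therefore does not set the real labels apart from other splits. It also depended on which GF aCD3 library was left out. Without F1, M3 or M4, which lay near GF isotype on the aCD3 axis, it was 32, 137 and 97. Without M1, M2 or M5 it was 2044, 2491 and 3187. All SPF libraries have sample numbers 1 to 12 and all GF libraries later ones, and each run holds both treatments. A shift common to SPF or common to GF libraries cancels in this difference, and one between the 2 GF runs does so only in part, since they hold 3 aCD3 libraries beside 6 and 4 isotype libraries. A batch that alters the aCD3 effect cannot be told apart from colonisation.

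Gata3 fell less after aCD3 in GF than in SPF, with a difference of 0.9247 on the log2 scale (limma adjusted p = 0.0444). Over 43 alternatives the difference ran from 0.70 to 1.07 and the adjusted p from 0.00526 to 0.0888, and in 27 of them it no longer passed. Its direction was kept in all 43. The other splits were scored by the number of genes only, so the Gata3 difference was not tested under them.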

How the results depend on the processing

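Alternatives added after the data were seen were limma voom, TPM without Rn45s and histone genes, at least 10 recovered reads, and the GF run covariate. For each change below the cause was not tested, except where a value is named for it.

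A pseudocount of 0.1 gave 0 genes for aCD3 against isotype in GF (4339 at an unadjusted p under 0.05), 774 for the difference of the aCD3 effects between GF and SPF, and a correlation of effects of 0.637. A pseudocount of 5 gave 273 for that difference, 7 for the difference of the aCD3 effect between the sexes in SPF (0 in the main test, 932 at an unadjusted p under 0.05), and a correlation of 0.825. Without a filter on low values the counts were 0 for GF aCD3 (4963 unadjusted), 233 for the difference between GF and SPF and 7 for the sexes. With a TPM of at least 5 the sexes gave 2.

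Scaling by median of ratios gave 204 genes for GF against SPF under isotype, 3984 under aCD3 and 1390 for the difference of the effects. Quantile normalization gave 178, 3348 and 791. These 2 settings moved the median gene of SPF aCD3 from -0.35 to -0.02 and -0.05. Limma voom gave 228 under isotype and 1839 for the difference. TPM without Rn45s and histone genes gave 2360 under isotype, 2236 higher and 124 lower in GF.

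Array weights gave 3636 for GF aCD3, 1904 for GF against SPF under isotype, 3680 under aCD3, 159 for the difference of the effects and 564 for the sexes. Without the sex term GF aCD3 gave 2472, and with the GF run covariate 2215, which held all 862 of the main test. Fitting only the groups compared gave 0 for GF aCD3 (2420 unadjusted), 1812 for GF against SPF under isotype and 11 for the sexes. A log2 fold change of at least 1 left 1940 for SPF aCD3, 99 for GF aCD3, 49 and 667 for GF against SPF under isotype and aCD3, 186 for the difference and 6 for sex.

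With the replicate name as a block GF aCD3 gave 0 (4146 unadjusted), the difference of the effects 162, and the list scores 0 of 76 (18 unadjusted). With 4 or 6 pairs the exact sign-flip test cannot give a p small enough to pass after adjustment unless most pairs of list and comparison reach it, so that 0 shows little about the scores. Same-numbered libraries were not more alike than other libraries of the same sex. After removing group and sex means, the mean correlation of same-numbered libraries was -0.0497 against -0.0467 in SPF and -0.0293 against -0.0180 in GF. Across GF and SPF it was -0.0811 against -0.0442 under isotype and -0.0637 against -0.0475 under aCD3. The labels do not say that these names pair animals.

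Leaving out 1 library at a time gave 7426 to 8060 genes for SPF aCD3 (12 fits) and 0 to 4213 for GF aCD3 (16 fits). The GF aCD3 count was 0 without any single GF isotype library, and 0 without GF aCD3 replicate M1, M2 or M5. Only without GF aCD3 replicate F1, M3 or M4 did genes pass (3630, 4213 and 3859). GF against SPF gave 325 to 990 under isotype (16 fits) and 4880 to 7231 under aCD3 (12 fits). The difference of the effects gave 32 to 3187 (28 fits), sex 12 to 15 (28 fits), the sexes' aCD3 effect 0 to 2 (12 fits) and the list scores 17 to 26 (28 fits). The counts for GF aCD3 and for the difference of the effects therefore depend on single libraries. So does that for GF against SPF isotype, which was 325 without SPF isotype replicate F3 and 874 in the main test.

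Some genes that did not pass changed direction. Ifng in GF aCD3 was 0.11 with median of ratios, 0.028 with array weights, 0.0030 with the block, 0.11 with voom and 0.065 without Rn45s and histone genes, and -0.114 to 0.014 when leaving out libraries. Ifng in GF against SPF isotype was -0.12 with median of ratios, -0.068 with quantile normalization, -0.032 with array weights and -0.12 with voom, and -0.022 to 0.097 when leaving out libraries.

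Foxp3 in GF against SPF was 0.23 under isotype with the block, and under aCD3 0.014 with array weights, 0.15 with the block and -0.42 to 0.13 when leaving out libraries. Its difference of effects was 0.047 with array weights and -0.28 to 0.27 when leaving out libraries. For Tbx21 that difference was -0.15 with median of ratios, -0.028 with quantile normalization, -0.16 with voom, -0.056 without Rn45s and histone genes and -0.026 to 0.20 when leaving out libraries. Some lists that passed also changed direction. The TCR complex list passed as higher in GF than in SPF under isotype (0.11, adjusted p = 0.0411) and aCD3 (0.14, adjusted p = 0.0429) in the exact permutation test. With median of ratios it was -0.049 under isotype, not passing (adjusted p = 0.255), and -0.25 under aCD3, passing as lower (adjusted p = 0.00866). With quantile normalization it was -0.0037 under aCD3. The cytotoxic list in SPF aCD3, which passed as higher, was -0.79 as a median over the list, passing as lower (adjusted p = 0.0274).

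Of 1149 values of named genes under alternatives, 982 kept direction and side of the threshold, 123 were weaker, 27 stronger and 17 reversed. Of 1372 values leaving out a library, 1086 kept both, 254 were weaker, 21 stronger and 11 reversed. Of 161 values of lists, 120 kept both, 37 were weaker and 4 reversed, and of 644 leaving out a library 584 kept both and 60 were weaker. Removing immunoglobulin and T cell receptor segments was not run because the table holds 0 of them. MicroRNA genes rest on few reads, a median of 1.93 per library among 449 tested, which limits each of their fold changes.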

Other observations

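The counts over other splits, the tests of mislabelling, library batch and mixing of samples, and the test without histone genes and Rn45s were chosen only after the result was seen.

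Other splits of the same libraries were compared with the real groups. For SPF aCD3 against isotype, 1 of 32 splits that part every same-numbered pair, the real one, gave 7898 genes or more (highest other count 5686). For GF aCD3 against isotype, 7 of 64 gave 862 or more (highest other count 4199). Replicates F1, M3 and M4 of GF aCD3 lay near GF isotype on the axis from SPF isotype to SPF aCD3, so exchanging them with same-numbered isotype libraries changes the grouping little. The model of these splits held no run term. This count of splits therefore neither sets the 862 genes apart from chance nor shows that chance gave them. Among 36 splits of the other kind the highest count in GF was 19. For GF against SPF, 1 of 64 gave as many genes under isotype (highest other count 198) and 1 of 48 under aCD3 (highest other count 6327). Splits that part fewer same-numbered pairs gave at most 6766 genes for SPF aCD3, 9 for GF against SPF isotype and 5393 under aCD3. For sex, 1 of 100 splits gave 13 genes or more, and for the difference of the aCD3 effect between the sexes 100 of 100 gave at least the real count of 0, which any split does, so nothing follows from it. Between the sample-number runs of GF isotype libraries, 1 of 100 splits gave 1250 genes or more (highest other count 4), of which 54 were also among those of GF against SPF isotype.

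The 6 GF aCD3 libraries were spread along the axis from SPF isotype (0) to SPF aCD3 (1). Replicates F1, M3 and M4 lay at -0.0144, 0.00381 and -0.0131, and replicates M1, M2 and M5 at 0.774, 0.823 and 0.900. The GF aCD3 mean exceeded that of GF isotype by 0.390 (two-sided exact permutation p = 0.0264). Within the first and second run it exceeded it by 0.463 (exact permutation p = 0.0833) and 0.341 (exact permutation p = 0.0857). A mislabelled sample was tested only as a swap between the GF groups, and 0 of 10 GF isotype libraries lay at 0.5 or above. Isotype animals labelled aCD3 without a counterpart would not be seen by that test. A library batch was tested, and both of the 2 runs held libraries under 0.25 and at 0.5 or above. For library depth, 0 of 6 read totals lay outside the GF isotype range. For a mixed sample, 0 of 6 libraries lay between 0.25 and 0.75, bounds set after the positions were known. SPF isotype replicate F3 lay at 0.276, inside these bounds, and smaller shares of mixing are not excluded. An injection that did not take or an isotype animal labelled aCD3 could give the same spread as a response that varies between animals, and these data hold no measure that parts them.

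The median gene fell by 0.35 on the log2 scale in SPF aCD3. That a few genes take most of the values was tested by leaving out histone genes and Rn45s and rescaling, which left a median of -0.14. The share of these genes may therefore account for part of the fall, and the source of what remained without them was not tested. All 65 tested histone genes were higher in SPF aCD3, with a median of 2.61, and 3.01 after scaling by median of ratios. Ribosomal protein genes had a median of -0.24, but 0.17 after that scaling, so their direction depends on it.

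Across 10784 protein-coding genes, the SPF aCD3 change fell with genomic span (Spearman's rho -0.249, and -0.255 after scaling by median of ratios; genes are not independent replicates). If few reads behind short genes were the source, the relation would vanish among well covered genes. Among 8516 genes with at least 100 reads rho was -0.327 under that scaling. Values were divided by a span that includes introns, and the share of intron reads was not tested, so a change in unspliced RNA may also lie behind the relation.

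RNA from other cells is a candidate source for several changes. Stromal genes were lower in GF isotype than in SPF isotype, by -0.72 in a list of 16 genes without Dcn (exact permutation p = 0.000250, adjusted p = 0.00300). The mean score was 0.924 ± 0.366 (SD, n = 6) in SPF isotype and 0.201 ± 0.0927 (n = 10) in GF isotype. The stromal list was also lower in SPF aCD3 than in SPF isotype, by -0.83 (exact permutation p = 0.00217, adjusted p = 0.00866). The fall of Jchain in SPF aCD3 came with a fall of -0.52 in the B and plasma cell list without Jchain (exact permutation p = 0.00217, adjusted p = 0.00866), and that list was lower in GF isotype than in SPF isotype by -0.37 (exact permutation p = 0.00300, adjusted p = 0.00899). The erythroid list was lower than in SPF isotype in SPF aCD3, by -0.89 (exact permutation p = 0.00217, adjusted p = 0.0127), and in GF isotype, by -0.77 (exact permutation p = 0.000375, adjusted p = 0.0127). These 3 lists were thus high in SPF isotype against both groups. The myeloid list was lower in SPF aCD3, by -0.43 (exact permutation p = 0.00217, adjusted p = 0.0127). Its mean did not differ between GF and SPF isotype (0.04, exact permutation p = 0.856), but that mean joins the 2 GF runs. The 6 GF isotype libraries of the first run scored 0.685 to 0.936, below every SPF isotype library (1.055 to 1.236). The 4 of the second run scored 1.423 to 1.966, above every one. The test of means therefore does not show equal myeloid scores in GF and SPF isotype. The epithelial and Paneth lists did not differ past the threshold in SPF aCD3 or GF isotype against SPF isotype. The 3 lists may reflect how many other cells or how much of their RNA came through sorting in SPF isotype, and do not show a change within CD4+ T cells. Pancreatic acinar genes other than Sycn did not differ past the threshold between GF aCD3 and GF isotype (1.29, exact permutation p = 0.0583, adjusted p = 0.117), and the unadjusted p was 0.0457 after scaling by median of ratios. By library, Sycn was 41.6 TPM in GF aCD3 replicate M3, where the list scored 5.15, and 15.96 TPM in replicate F1, where it scored 3.13. Sycn was 7.43 TPM in GF isotype replicate F3, where the list scored 2.77, and 0 in GF aCD3 replicate M5, where it scored 0.275. Replicates M3 and F1 lay near 0 on the aCD3 axis. A comparison of group means cannot decide a source that varies by library. Sycn was 5.03 TPM in GF aCD3 replicate M2, where the list scored 1.81. In GF isotype replicates F5 and F4 it was 2.98 and 1.59 TPM, at scores of 1.96 and 1.39. In GF aCD3 replicate M4 it was only 1.15 TPM at a score of 1.82. Sycn was thus highest where the other acinar genes were highest, so acinar RNA remains a candidate source of Sycn. The relation across libraries was not tested, here or on other data.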
